# GALNT6 expression enhances aggressive phenotypes of ovarian cancer cells by regulating EGFR activity

**DOI:** 10.18632/oncotarget.16585

**Published:** 2017-03-28

**Authors:** Tzu-Chi Lin, Syue-Ting Chen, Min-Chuan Huang, John Huang, Chia-Lang Hsu, Hsueh-Fen Juan, Ho-Hsiung Lin, Chi-Hau Chen

**Keywords:** ovarian cancer, GALNT6, epidermal growth factor receptor, O-glycosylation, invasion

## Abstract

Ovarian cancer is the most lethal of the gynecologic malignancies. N-acetylgalactosaminyltransferase 6 (GALNT6), an enzyme that mediates the initial step of mucin type-O glycosylation, has been reported to regulate mammary carcinogenesis. However, the expression and role of GALNT6 in ovarian cancer are still unclear. Here we showed that high GALNT6 expression correlates with increased recurrence, lymph node metastasis, and chemoresistance in ovarian endometrioid and clear cell carcinomas; and higher GALNT6 levels are significantly associated with poorer patient survivals. GALNT6 knockdown with two independent siRNAs significantly suppressed viability, migration, and invasion of ovarian cancer cells. Using phospho-RTK array and Western blot analyses, we identified EGFR as a critical target of GALNT6. GALNT6 knockdown decreased phosphorylation of EGFR, whereas GALNT6 overexpression increased the phosphorylation. Lectin pull-down assays with *Vicia villosa* agglutinin (VVA) indicated that GALNT6 was able to modify O-glycans on EGFR. Moreover, the GALNT6-enhanced invasive behavior was significantly reversed by erlotinib, an EGFR inhibitor. Our results suggest that GALNT6 expression is associated with poor prognosis of ovarian cancer and enhances the aggressive behavior of ovarian cancer cells by regulating EGFR activity.

## INTRODUCTION

Epithelial ovarian cancer (EOC) is the leading cause of mortality from cancers of female reproductive tract, because most patients are diagnosed at clinically advanced stages; the 5-year survival rate is less than 45% [1]. EOC is a heterogeneous disease with four major histologic subtypes: serous, endometrioid, clear cell, and mucinous carcinoma [2]. Although each of these subtypes has distinct molecular alterations and differential chemosensitivity, endometrioid and clear cell carcinomas are closely linked to an entity of endometriosis-associated ovarian carcinomas that is etiologically distinguish from other subtypes in several aspects [2]. In Western populations, endometrioid and clear cell carcinomas account for about 15-20% of all EOCs, whereas in East Asia, its prevalence rises to 30-40% [2–5]. The majority of endometrioid carcinomas are low-grade with good prognosis [6]. When confined to the ovary the endometrioid carcinomas have an excellent prognosis, but advanced stage tumors have a poor outcome. Similar to endometrioid carcinomas, clear cell carcinoma commonly presents at an early stage. However, clear cell carcinoma is known to be less sensitive to platinum-based front-line chemotherapy and to be associated with a worse prognosis than serous type EOC [7, 8]. To improve survival of patients with unfavorable ovarian endometrioid or clear cell carcinomas, there is a need to improve our understanding of their pathobiology in order to optimize currently available treatments and develop tailored therapies.

Glycosylation is an enzymatic process that links carbohydrates to molecules, like proteins, lipids, or other sugars, and aberrant glycosylation affects many cellular properties, including cell proliferation, differentiation, transformation, migration, invasion, apoptosis, and immune responses [9–11]. *N*-glycosylation and *O*-glycosylation are the two major types of protein glycosylation in mammalian cells. The most common *O*-glycosylation is the mucin type, initiated by the transfer of N-acetylgalactosamine to the hydroxyl group of serine or threonine residue forming the Tn antigen [12]. This reaction is mediated by a large family of N-acetylgalactosaminyltransferases (GALNTs), consisting of at least 20 members in humans, namely GALNT1 to 20 [12]. Studies have shown that mislocalization and dysregulation of GALNTs expression result in aberrant glycosylation in cancer cells denoting the critical roles of GALNTs in regulating cancer behaviors. For example, dysregulation of GALNT1 contributes to the malignant progression of hepatocellular carcinoma by modifying glycosylation of the epidermal growth factor receptor (EGFR), a member of receptor tyrosine kinase (RTK) family [13]. GALNT2 contributes to malignant behaviors of oral squamous cell carcinoma [14]. GALNT6 modifies Mucin (MUC) 1 glycosylation and regulates proliferation of breast cancer cells [15] and is essential for *O*-glycosylation and stabilization of MUC4 of pancreatic cells [16].

Yet very few studies have explored the role of GALNTs in ovarian cancers. One study showed that GALNT3 is up-regulated in high-grade serous EOC and is correlated with shorter progression-free survival in advanced stage ovarian cancer [17]. Another study suggested that GALNT14 could modulate MUC13 *O*-glycosylation and promote migration of ovarian cancer cells [18]. In the present study, we first reported that higher GALNT6 level is associated with poorer prognosis in patients with ovarian endometrioid or clear cell carcinoma. Moreover, GALNT6 modifies EGFR *O*-glycosylation and plays critical roles in malignant phenotypes of ovarian cancer cells.

## RESULTS

### Increased GALNT6 is associated with decreased survival of endometrioid and clear cell subtypes of ovarian cancer

We first examined expression levels of *GALNTs* in ovarian cancers through publically available gene expression datasets. Data retrieved from Oncomine database showed that only *GALNT6, 12, 14* and *15* expression levels were up-regulated in ovarian carcinoma compared with normal ovarian surface epithelium. Among them, *GALNT6* expression levels were markedly up-regulated (Figure 1A). We therefore further analyzed the expression of GALNT6 in ovarian cancerous tissues. The expression levels of GALNT6 were scored as described in the materials and methods. The major clinical characteristics of these patients were examined according to the GALNT6 expression. The survival impact of GALNT6 expression was examined by Kaplan–Meier analysis. Due to the most common histology of EOC is serous, we first examined the GALNT6 expression in 39 patients with ovarian serous carcinoma. However, no significant correlation between the GALNT6 expression and clinicopathological features was found (Supplementary Figure 1A).

**Figure 1:**
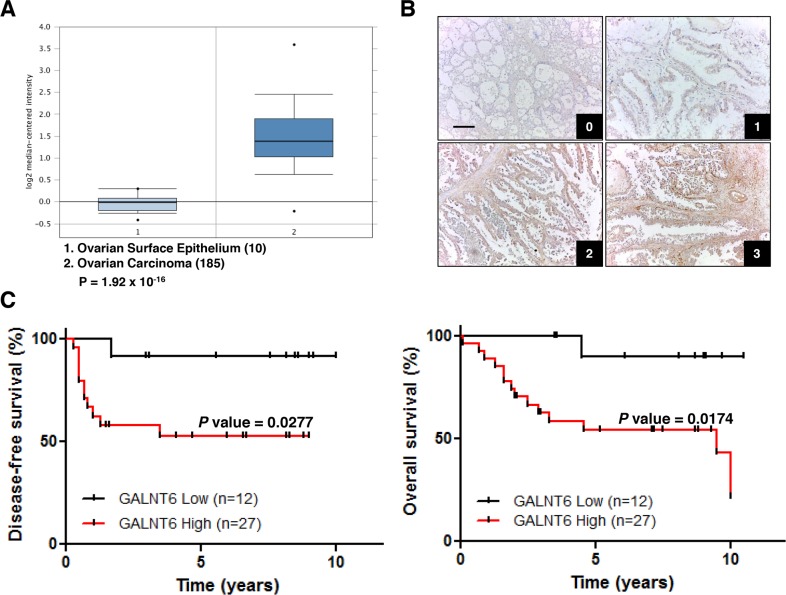
Relationships between GALNT6 expression and clinical features in ovarian carcinomas **(A)** Oncomine database (Bonome Ovarian) shows that *GALNT6* is up-regulated in ovarian carcinoma (n=185) compared with normal ovarian epithelium (n=10). Fold change 2.851, p < 0.001. **(B)** Representative immunohistochemical staining of GALNT6 in clear cell ovarian cancer (0, +1, +2, +3). Scale bar=50 μm. Negative control in clear cell ovarian cancer does not show any specific signals (data not shown). **(C)** Correlation between GALNT6 expression and disease-free survival (left panel) and overall survival (right panel) in patients with endometrioid (n=20) and clear cell (n=19) ovarian carcinoma.

Next, tissue blocks from 20 patients with ovarian endometrioid carcinoma and 19 patients with ovarian clear cell carcinoma were selected for immunohistochemical staining. Survival analysis indicated that high GALNT6 expression has a similar trend of poor prognosis in both types of patients (Supplementary Figure 1B and C). According to current histopathologic finding, endometrioid and clear cell carcinomas are closely linked to an entity of endometriosis-associated ovarian carcinomas that is etiologically distinguished from other subtypes in several aspects [2, 19]. Thus, these patients were grouped together for further analysis. In this subgroup, high GALNT6 expression correlated with increased recurrence, lymph node metastasis, and chemoresistance (Table 1). Additionally, Kaplan–Meier analysis indicated that high GALNT6 expression was significantly associated with poor disease-free (Figure 1C, left, *p* = 0.0277) and overall survival (Figure 1C, right, *p* = 0.0174). Collectively, these data revealed that GALNT6 expression is upregulated in ovarian cancer and that increased GALNT6 is associated with poorer prognosis on the endometrioid and clear cell subtypes of ovarian cancer.

**Table 1:** Clinicopathological correlation of GALNT6 expression in endometrioid and clear cell type ovarian cancer (n=39)

Characteristics	GALNT6 expression (No. of patients)			P ^a^
	Low	High	Total	
Age (years)				0.326
≤50	5	7	12	
>50	7	20	27	
Recurrence				0.002
no	11	10	21	
yes	1	17	18	
Chemosensitivity ^b^				0.015
resistance	0	10	10	
sensitive	11	14	25	
Lymph node metastasis ^c^				0.042
no	11	19	30	
yes	0	8	8	
Distant metastasis ^c^				0.354
no	11	25	36	
yes	0	2	2	
Serum CA-125 level^c^				0.003
≤35	6	2	8	
>35	6	24	30	

^a^ Chi-square test

^b^ Four patients did not receive chemotherapy

^c^ One patient did not do preoperative evaluation

### GALNT6 knockdown suppresses malignant phenotypes in ES-2 and OVTW59 cells

To study the role of GALNT6 in ovarian endometrioid and clear cell carcinomas, we first analyzed GALNT6 expression in 5 ovarian cancer cell lines (2 endometrioid and 3 clear cells) using Western blotting (Figure 2A). Among these cancer cell lines, ES-2 and OVTW59 cells expressed higher levels of GALNT6, whereas SKOV3 and A2780 cells expressed lower levels of GALNT6. We therefore chose ES-2 cells and OVTW59 cells for siRNA GALNT6 knockdown experiments. GALNT6 knockdown was confirmed via Western blotting (Figure 2B).

**Figure 2:**
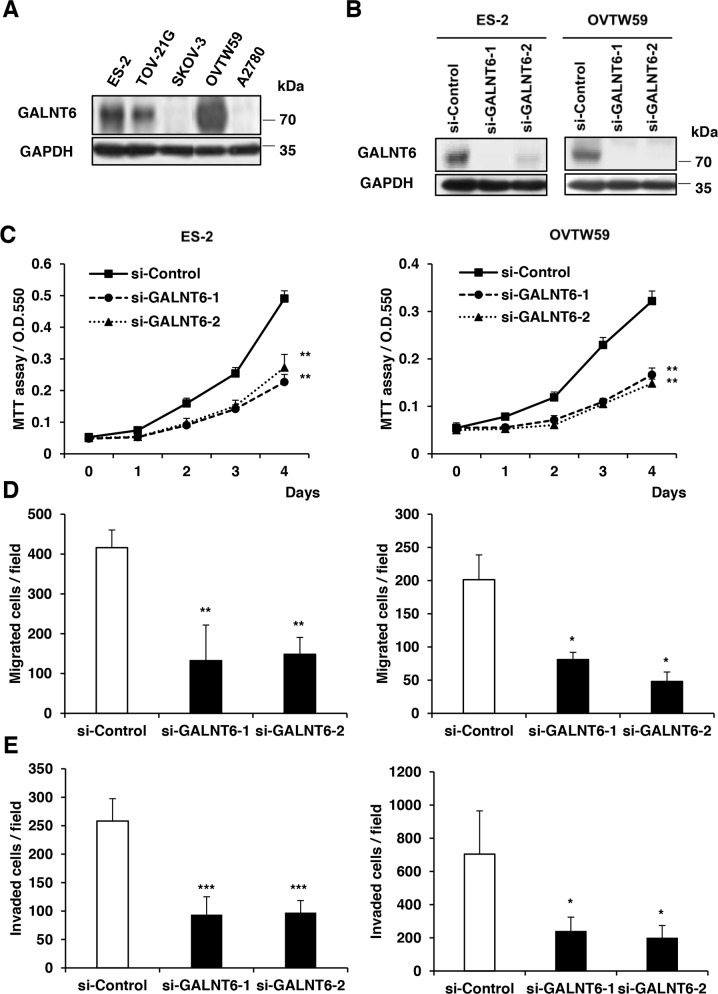
Effects of GALNT6 knockdown on malignant phenotypes in ovarian cancer cells **(A)** GALNT6 expression in ovarian cancer cell lines. GALNT6 was differentially expressed in ES-2, TOV21G, SKOV3, OVTW59, and A2780 by Western blotting. **(B)** Transfection of siRNAs targeting GALNT6 (si-GALNT6-1 and si-GALNT6-2) or control siRNA (si-Control) in ES-2 and OVTW59 cells. The efficiency of GALNT6 knockdown was confirmed by Western blotting. **(C)** Cell viability was analyzed by MTT assay at different time points (Left, ES-2 cells; right, OVTW59 cells). **(D)** Effects of GALNT6 on cell migration in transwell migration assays (Left, ES-2 cells; right, OVTW59 cells). **(E)** Effects of GALNT6 on cell invasion in matrigel invasion assays (Left, ES-2 cells; right, OVTW59 cells). Data are presented as mean ± SD from 3 independent experiments. (*p < 0.05; **p < 0.005; ***p < 0.001).

To investigate the effects of GALNT6 on malignant phenotypes in ovarian cancer, viability, migration, and invasion were measured in ES-2 and OVTW59 cells with and without GALNT6 knockdown. The MTT assay showed that GALNT6 knockdown decreased the viability of ES-2 and OVTW59 cells (Figure 2C). In addition, migration and invasion were also markedly suppressed in ES-2 and OVTW59 cells with GALNT6 knockdown (Figure 2D and 2E) (*p < 0.05, **p < 0.005, ***p < 0.001).

### GALNT6 regulates EGFR activation via modulating *O*-glycosylation of EGFR

RTK signaling is important for ovarian cancer progression [18], and RTK activity is regulated by *O*-glycosylation [13, 14, 20]. To evaluate the effect of GALNT6 knockdown on RTK activity, a human phospho-RTK array assay including 49 different RTKs was performed (Figure 3, left panel). As shown in right panel of Figure 3, GALNT6 knockdown decreased the phosphorylation of EGFR, Mer, Tie-2, EphA6, VEGFR3, and RYK, in ES-2 cells. Among them, the decrease of phosphorylation was largest in EGFR.

**Figure 3:**
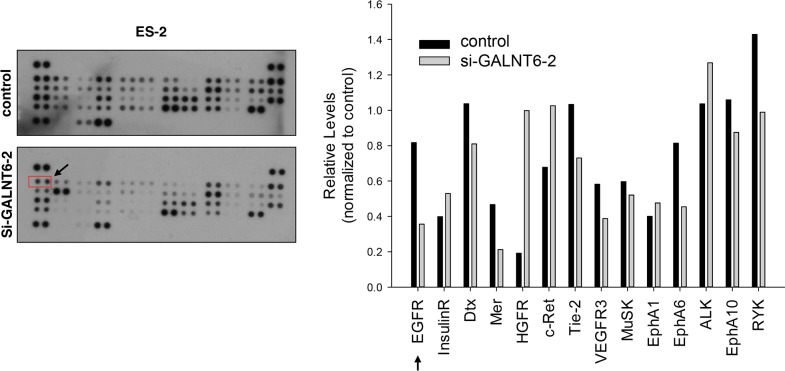
Effect of GALNT6 knockdown on RTK activity Human p-RTK array showing the effect of GALNT6 on RTK phosphorylation. Cell lysates of control and GALNT6 knockdown ES-2 cells were applied to p-RTK arrays. The chemiluminescent film image (left panel) and the quantification of that image (right panel) were shown. The arrows indicate the position of EGFR.

We then validated the effect of GALNT6 knockdown on EGFR activation. Total cell lysates were immunoblotted with antibodies for EGFR p-1068 and total EGFR. As shown in Figure 4A, GALNT6 knockdown decreased EGFR phosphorylation in ES-2 and OVTW59 cells. However, flow cytometry showed that GALNT6 knockdown did not alter protein levels of EGFR on cell surfaces (Supplementary Figure 2). To investigate whether GALNT6 can modify O-glycans on EGFR, VVA lectin was used to detect Tn antigen (GalNAc-O-Ser/Thr) expression in the presence or absence of GALNT6 knockdown. To minimize the effects of sialic acids on lectin binding, neuraminidase digestion of the cell lysate was performed. EGFR proteins in control and GALNT6 knockdown ES-2 and OVTW59 cells were immunoprecipitated. As shown in Figure 4B, GALNT6 knockdown reduced VVA binding to EGFR, regardless of neuraminidase treatment. These results indicated that GALNT6 modifies O-glycans on EGFR in ovarian endometrioid and clear cell carcinoma cells.

**Figure 4:**
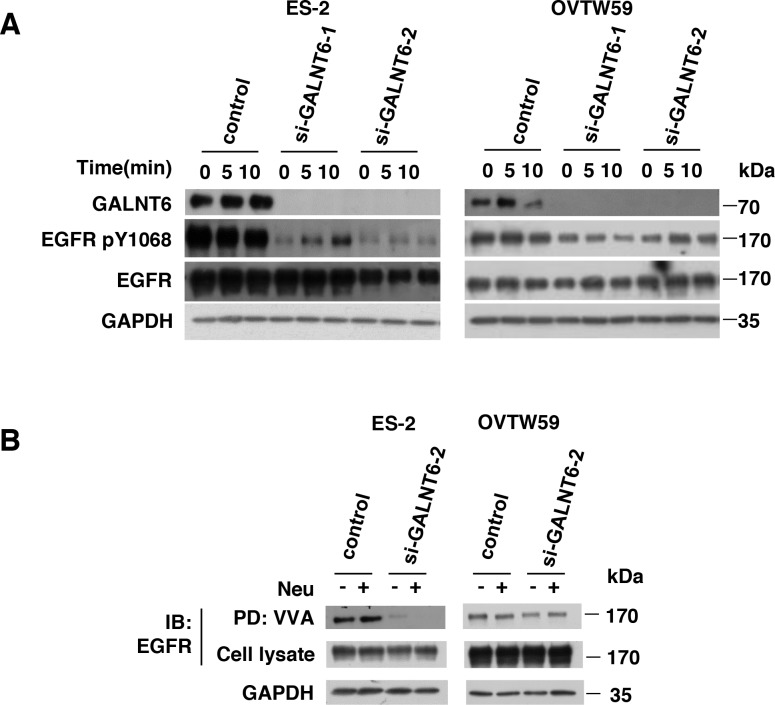
GALNT6 regulate EGFR activation via modulating O-glycosylation of EGFR **(A)** GALNT6 knockdown decreased EGFR phosphorylation in ES-2 and OVTW59 cells. Control and GALNT6-knockdown cells were treated with 10% FBS for 10 minutes, and lysates were analyzed by Western blotting. **(B)** Some ES-2 and OVTW59 lysates were treated with neuraminidase (Neu) to unmask the effects of sialyation, and all were then incubated with VVA-conjugated agarose beads. Proteins pulled down by VVA were analyzed by immunoblotting (IB) with anti-EGFR antibody. Knockdown of GALNT6 decreased VVA binding to EGFR in ES-2 and OVTW59 cells. Total lysate was used as loading control.

### Overexpression of GALNT6 enhances malignant behaviors of SKOV3 cells

To further confirm the effects of GALNT6 on ovarian cancer cells, GALNT6 was overexpressed in SKOV3 cells (Figure 5A), which expressed low levels of GALNT6. Our results showed that overexpression of GALNT6 enhanced cell viability, migration and invasion (Figure 5B, 5C and 5D). Moreover, overexpression of GALNT6 also increased the phosphorylation of EGFR (Figure 5E) and VVA binding to EGFR (Figure 5F) in SKOV3 cells.

**Figure 5:**
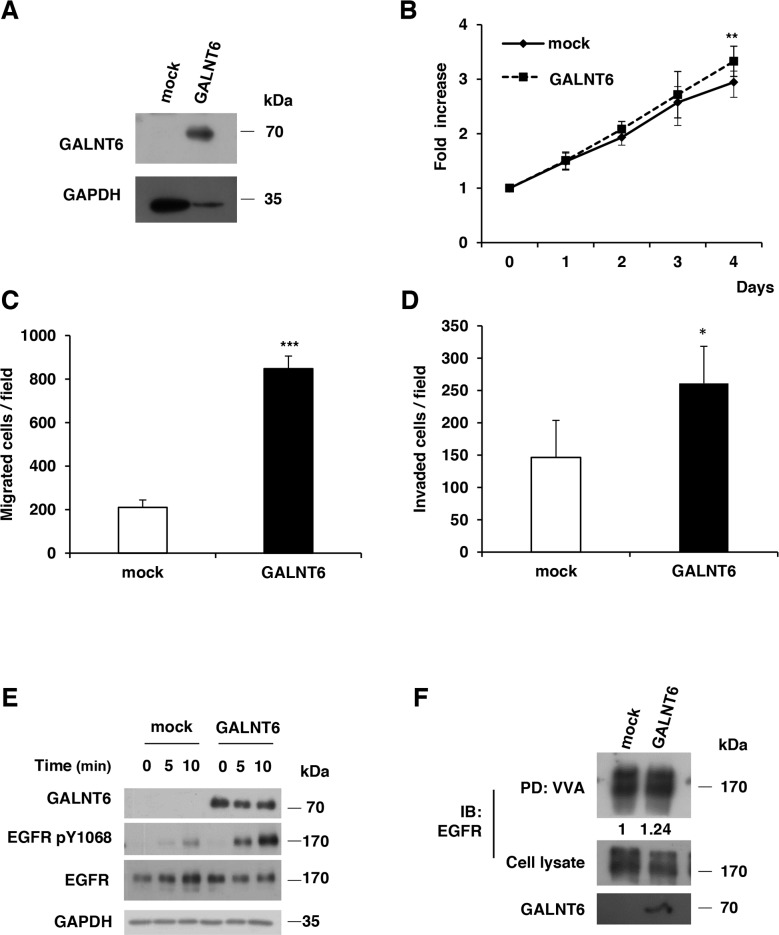
Overexpression of GALNT6 enhances malignant behaviors of SKOV3 cells **(A)** The efficiency of GALNT6 overexpression was confirmed by Western blotting. **(B)** Cell viability was analyzed by MTT assay at different time points. **(C)** Effects of GALNT6 on cell migration in transwell migration assays. **(D)** Effects of GALNT6 on cell invasion in Matrigel invasion assays. **(E)** GALNT6 overexpression enhanced phosphorylation of EGFR. Mock and GALNT6-overexpressed SKOV3 cells were treated with 10% FBS for 10 minutes, and lysates were analyzed by Western blotting. **(F)** Overexpression of GALNT6 increased VVA binding to EGFR in SKOV3 cells. Expressed as integrated intensity normalized to cell lysate (middle panel) quantified by UN-SCAN-IT gel 6.1 software. Data are presented as mean ± SD from 3 independent experiments. (**p < 0.005; ***p < 0.001).

We also used erlotinib, an EGFR inhibitor, to confirm the significance of EGFR activity in regulating the malignant phenotype of ovarian cancer cells. Our data showed that the GALNT6-increased phosphorylation of EGFR was inhibited by erlotinib in SKOV3 cells (Figure 6A). In addition, the GALNT6-enhanced migration and invasion were significantly blocked by erlotinib (Figure 6B and 6C). Collectively, these results confirm that GALNT6 promotes the aggressive behavior of ovarian endometrioid and clear cell carcinoma cells by regulating EGFR glycosylation and activity.

**Figure 6:**
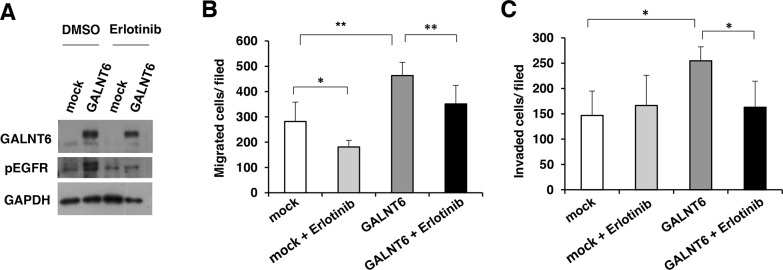
GALNT6-enhanced behaviors are inhibited by EGFR inhibitor **(A)** GALNT6-increased phosphorylation of EGFR was inhibited by erlotinib in SKOV3 cells. **(B)** Transwell migration assays were performed to analyze effects of 5 μM erlotinib on cell migration in mock and GALNT6-overexpressed SKOV3 cells (mock + Erlotinib versus GALNT6 + Erlotinib, p=0.09). **(C)** Matrigel invasion assays were performed to analyze effects of erlotinib on cell invasion in mock and GALNT6-overexpressed SKOV3 cells (mock + Erlotinib versus GALNT6 + Erlotinib, p=0.44). Data are presented as mean ± SD from 3 independent experiments. (*p < 0.05; **p < 0.005).

### GALNT6 knockdown affects gene expression

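ES-2 is an established cell line from an ovarian clear cell carcinoma. RNA of ES-2 cells was collected 72 h after transfection with 1 nM of a control siRNA (si-Control) or of an siRNA against GALNT6 (si-GALNT6), with 3 samples in each group. Each sample was hybridized on its own, as labelled cDNA, to 1 one-color Agilent array, so that 6 arrays were compared. The text does not name which of its siRNAs against GALNT6 was used for the arrays. The authors scanned the arrays and extracted spot intensities with Feature Extraction 10.5.1.1, and the deposited files hold those intensities for each spot with its background and quality flags. From there, the processed signal of each spot was put on the log2 scale and the 75th percentile of each array was subtracted. Spots flagged as non-uniform or population outliers were left out, spots of one probe were averaged, and control spots were not used. Of 58201 probes, the 45589 that were well above background on all arrays of at least 1 group and had at least 2 values in each group were tested with limma and Benjamini-Hochberg adjustment. Levels are given as log2 intensities relative to that percentile, and a log2 fold change is si-GALNT6 minus si-Control. Among 60901 spots per array, 48445 to 49927 were well above background on the si-Control arrays (median 49046) and 49604 to 50740 on the si-GALNT6 arrays (median 49714). The 75th percentile of the processed signal was 2271 to 3874 in the control group and 2092 to 3893 in the knockdown group. No spot apart from controls was saturated. The number of arrays limits the precision. The 6 arrays lay on 3 slides, with 1 array of each group per slide, and the si-Control array always had position 1 and the si-GALNT6 array position 2, so position and group cannot be told apart.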

To better understand the molecular mechanisms by which *GALNT6* gene expression affects ovarian cancer progression, we evaluated global gene expression in control and *GALNT6-*knockdown ES-2 cells. 

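Log2 intensities of the 3 si-Control arrays correlated with each other across probes at Pearson r of 0.962, 0.964 and 0.980, and those of the 3 si-GALNT6 arrays at 0.972, 0.981 and 0.966. Across the groups, r was between 0.958 and 0.977, so that arrays of one group were not closer to each other than to all arrays of the other. GALNT6, the target of the siRNA, was measured by 1 probe (A_33_P3215768) that was well above background on all 6 arrays. Its log2 intensity was 0.60 ± 0.39 (SD, n = 3) in si-Control cells, and it was -2.55, -1.36 and -1.85 on the si-GALNT6 arrays. The log2 fold change was -2.52 (standard error 0.36), or 82.6% less signal, and it was -2.73, -2.31 and -2.53 on slides 1, 2 and 3. Every knockdown array was below every control array (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). After adjustment over all probes, limma gave GALNT6 an adjusted p = 0.07, above the threshold of 0.05. With the slide as a block, the adjusted p was 0.00978.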

All microarray experiments were performed in triplicate where three hybridizations were conducted for each *GALNT6* knockdown cells against the corresponding control. 

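At a change of at least 1.5-fold and an adjusted p under 0.05 in limma, 23 of 45589 probes differed between si-GALNT6 and si-Control cells, 18 of them higher and 5 lower after knockdown. The choice that moved these numbers most was the adjustment. At an unadjusted p under 0.05, limma called 3820 probes, with 2138 higher and 1682 lower, and the methods' t-test called 2385, with 1269 higher and 1116 lower. After adjustment the methods' t-test called 0 probes. If no probe differed and the model held, about 2279 probes would have an unadjusted p under 0.05, and limma found 3854. This does not exclude chance. Of the 10 splits of these arrays, 3 gave as many as 3820 calls at the unadjusted threshold, the real split included. Another split, with si-Control 1, si-GALNT6 1 and si-GALNT6 3 on one side, gave 430 calls after adjustment. With the slide as a block, 59 probes passed the adjusted threshold, 44 higher and 15 lower, and these included all 23. When any 1 array was left out, 0 or 1 probe passed. Supplementary Table 1 holds 216 entries of a gene with a direction, 142 upregulated and 74 downregulated, of which 212 had a tested probe. In 201 of the 216 entries, at least 1 probe of the gene changed in the listed direction by 1.5-fold or more with an unadjusted p under 0.05 in limma, and in 129 by the methods' t-test. Adjusted over the list alone, 193 entries passed. The authors chose the list on these samples, so this count is not independent evidence. Adjusted over all probes, 2 entries passed, ADAMTS4 with a log2 fold change of 2.68 (standard error 0.32, adjusted p = 0.0423) and P2RY6 with 2.04 (standard error 0.27, adjusted p = 0.0474). With the slide as a block, 10 entries passed. ADAMTS4 was well above background on 2 of the 3 control arrays. The largest falls past the threshold were at REX1BD, with a log2 fold change of -2.49, whose other probe fell by 0.64, and at probes for transcripts with no gene name here, of which lnc-RTL1-6:1 changed by -3.17 and was measured on all arrays. lnc-AL078585.1-2:3, lnc-SLC4A3-4:1 and ENST00000503032 were not well above background on any si-GALNT6 array and were at least 2.97-fold, 1.90-fold and 1.87-fold lower.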

The differential expressions (≥ 1.5-fold change, *p* < 0.05) of functionally related gene groups are provided in Supplementary Table 1. 

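In the group for the G1/S transition of Supplementary Table 1, the genes that fell included TYMS (log2 fold change -1.95, standard error 0.36) and CDC45 (-1.45, 0.38), and the largest rises were at INHBA (1.46), PLK3 (1.46) and LATS2 (1.25). Among cell division genes, HELLS (-1.73) and CENPV (-1.53) fell on all 3 slides, while USP44 (-1.50) fell on slides 1 and 2 and changed by 0.16 on slide 3. CCNG2 (1.48), LATS2 and MAU2 (1.25) rose most in that group. In the group for cell migration, IL1B (3.24), IL6 (2.83) and ITGB3 (2.50) rose most, and PTPRZ1 (-1.89), ARHGEF39 (-1.63) and MYADM (-1.44) fell most. The other, dimmer probe of ARHGEF39 changed by 0.20, and that of IL6 rose by 0.77. In the group for extracellular matrix organization, ADAMTS4, ITGB3 and ICAM1 (2.16) rose most, and ITGA6, ADAM15 (-1.11) and AGRN (-1.06) fell most. In the response to hypoxia, IL1B, VASN (2.95) and STC1 (2.17) rose, and LONP1 (-1.18) and HYOU1 (-1.16) fell. In the response to steroid hormone, IL1B, IL6 and FBXO32 (2.17) rose most, and TYMS, DNMT1 (-1.31) and BRCA2 (-1.18) fell most. In the group for cell junction organization, CLDN14 (2.72), ITGB3 and ITGA2 (1.80) rose, and ITGA6, MPP7 (-1.58) and CNTNAP1 (-1.58) fell. PTPRZ1, MPP7 and USP44 were well above background on 2 of the 3 si-GALNT6 arrays, so the sizes of their falls are less certain. Several of these values rested on slide 3. Without it, the mean log2 change over the remaining slides was 0.64 for INHBA, 0.73 for PLK3, 1.20 for IL6, 1.26 for ICAM1, 1.03 for STC1, 1.40 for FBXO32, 1.31 for CLDN14, -0.60 for MPP7, -0.97 for PTPRZ1 and -0.71 for BRCA2. USP44 changed by -0.82 without slide 2 and by -2.33 without slide 3, and MYADM by -0.68 without slide 2. Of these genes, ADAMTS4 alone had an adjusted p under 0.05 over all probes in limma without the slide as a block. The others had adjusted p from 0.113 for ITGB3 to 0.497 for USP44 in that fit. Entries with no probe past 1.5-fold and the unadjusted threshold in the listed direction were DDR1, COL14A1, DBF4, PPP2R2D and CLDN4 as downregulated and ARHGEF39, CDK3, PPP2R2D, CASP1 and NR3C1 as upregulated. COL14A1 had 1 probe, which rose by 1.21. GJB2 was too dim to be tested, and HAUS7 was not matched to a probe. The Gene Ontology terms of Figure 7A were not used here.

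**Figure D1:**
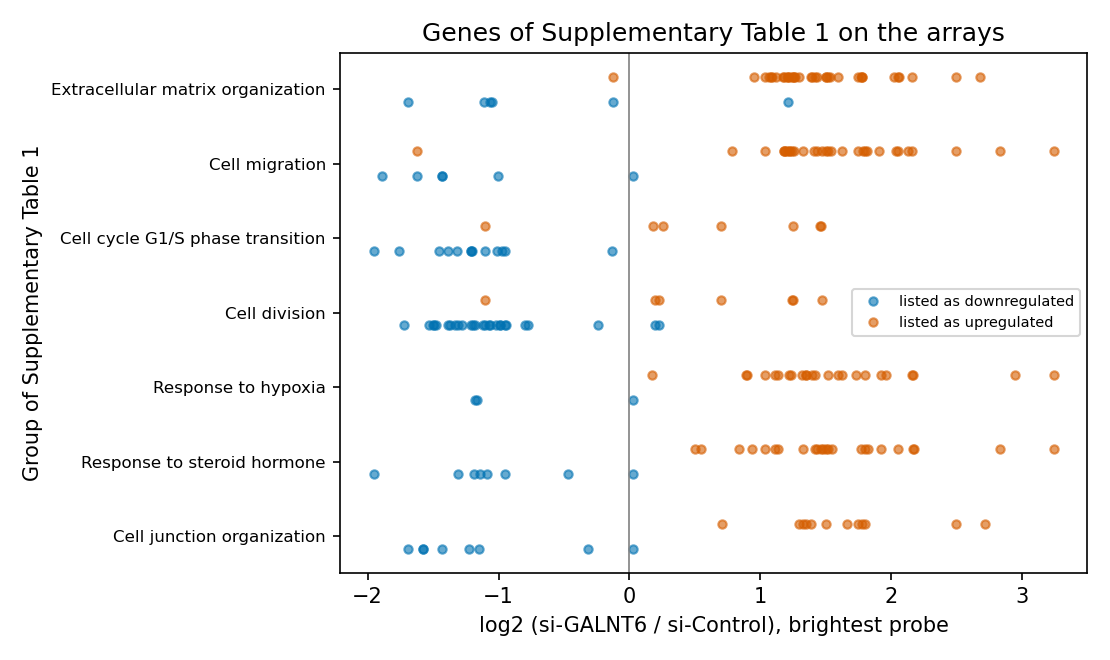
Log2 fold change (si-GALNT6 over si-Control, n = 3 arrays each) of the brightest probe of each gene in Supplementary Table 1, by the table's group. Blue points are genes the table lists as downregulated and orange points genes it lists as upregulated, and 201 of 212 measured entries lie on the listed side of 0.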

Functional enrichment and network analysis showed that *GALNT6* knockdown in ES-2 cells leads to differential gene expression in various pathways, including cell cycle, cell migration, extracellular matrix organization, response to hypoxia, and response to steroid hormone (Figure 7A). Genes selected for real-time RT-PCR validation are shown in Figure 7B. These results also support that GALNT6 can regulate malignant behaviors of ovarian cancer cells.

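All 6 genes of Figure 7B other than GALNT6 had lower mean array signal after knockdown. ITGA6 had a log2 fold change of -1.69 (standard error 0.33) and KIF20A one of -1.36 (0.34). MAD2L1 changed by -1.02 (0.34), CDK1 by -0.81 (0.34), KIF4A by -0.69 (0.31) and KIF2C by -0.55 (0.29). Each of them was lower on all 3 slides and changed least on slide 1. The arrays of the groups did not overlap for ITGA6, KIF20A, MAD2L1 and KIF4A (two-sided exact permutation test, p = 0.1 each, the smallest possible), and they overlapped for CDK1 and KIF2C (p = 0.2 each). In limma, 5 of the 6 genes passed 1.5-fold at an unadjusted p under 0.05, KIF2C being the exception, and without si-GALNT6 replicate 3 KIF4A changed by -0.41 and CDK1 by -0.57, both under 1.5-fold. Of the 6 genes, 0 passed after adjustment over all probes. Their adjusted p lay between 0.163 for ITGA6 and 0.697 for KIF2C. The second probes of CDK1, ITGA6 and KIF4A gave -0.95, -1.65 and -0.65.

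**Figure D2:**
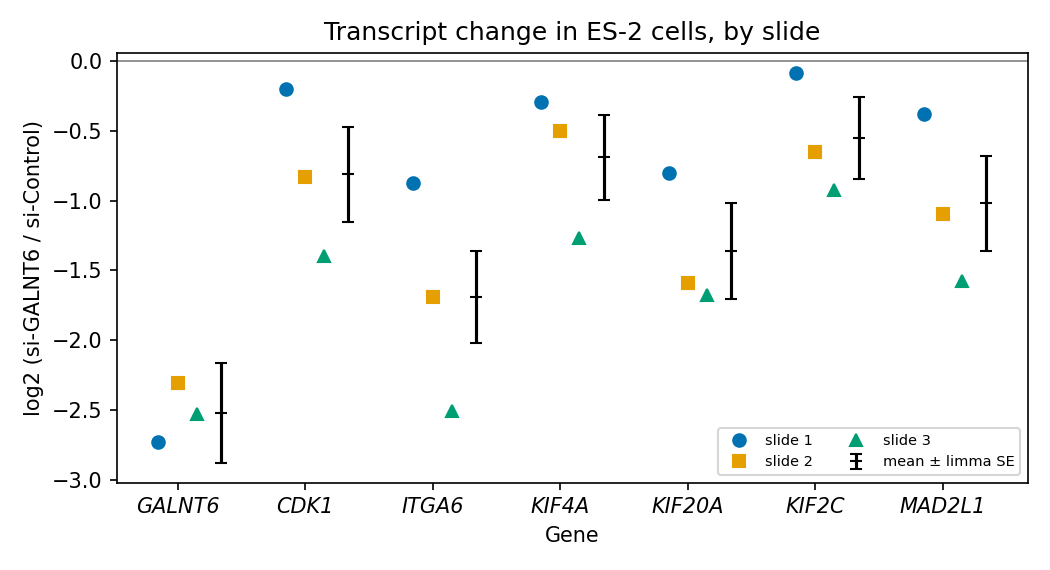
Log2 change of GALNT6 and the 6 RT-PCR genes between the si-GALNT6 and the si-Control array of each slide, with the mean and limma's standard error beside them (n = 3 slides). GALNT6 changed by -2.31 to -2.73 on the slides, and the other genes by -0.08 for KIF2C on slide 1 to -2.51 for ITGA6 on slide 3.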

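Lists of cell cycle genes fixed apart from Supplementary Table 1 gave the direction of the cell cycle over many genes. Of 43 S phase genes, 41 were lower after knockdown, with a median log2 fold change of -0.69, and of 53 G2/M genes 52 were lower, with a median of -0.56. Relative to all other genes, limma's camera with a preset correlation of 0.01 gave adjusted p = 3.9e-19 for the S phase list and 2.7e-18 for the G2/M list over the 14 lists tested. The medians differed between slides. They were -0.11, -0.64 and -1.38 on slides 1, 2 and 3 for S phase and -0.14, -0.59 and -0.97 for G2/M. Collagen genes were higher in 29 of 35, with a median of 0.23 (adjusted p = 2.1e-04). Over 16 settings, this median ran from 0.13 with the deposited series table to 0.42 without si-Control replicate 1. It was 0.38 without si-GALNT6 replicate 3. Of all genes, 56.2% were higher, with a median of 0.05. NF-kB target genes were higher in 16 of 16, with a median of 1.00 (adjusted p = 1.8e-05), but the slide medians were 0.62, -0.44 and 2.56, and without si-GALNT6 replicate 3 the median was 0.44. The 6 RT-PCR genes, which the authors chose on these samples, gave the remaining call. When the correlation between the genes of a list was estimated from the arrays, or with limma's fry, 0 of the 14 lists passed an adjusted p of 0.05. The estimated correlation was 0.65 within the S phase list, and fry's adjusted p was 0.167 for both cell cycle lists. The paper takes the altered pathways and the RT-PCR genes as added evidence for a role of GALNT6 in malignant behavior. Its other evidence is from viability, migration and invasion after knockdown or overexpression, and from erlotinib in overexpressing SKOV3 cells.

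**Figure D3:**
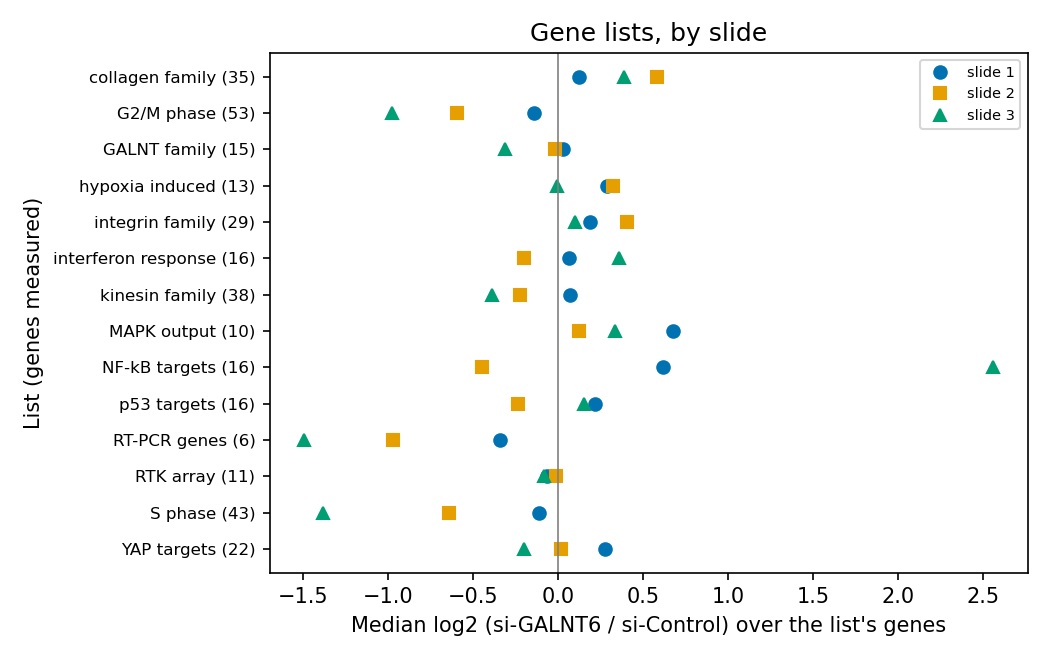
Median log2 change between the si-GALNT6 and the si-Control array of each slide over the genes of 14 lists, with the number of genes measured in parentheses. The S phase and G2/M lists lie below 0 on all 3 slides, and the NF-kB list lies at -0.44 on slide 2 and 2.56 on slide 3.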

**Figure 7:**
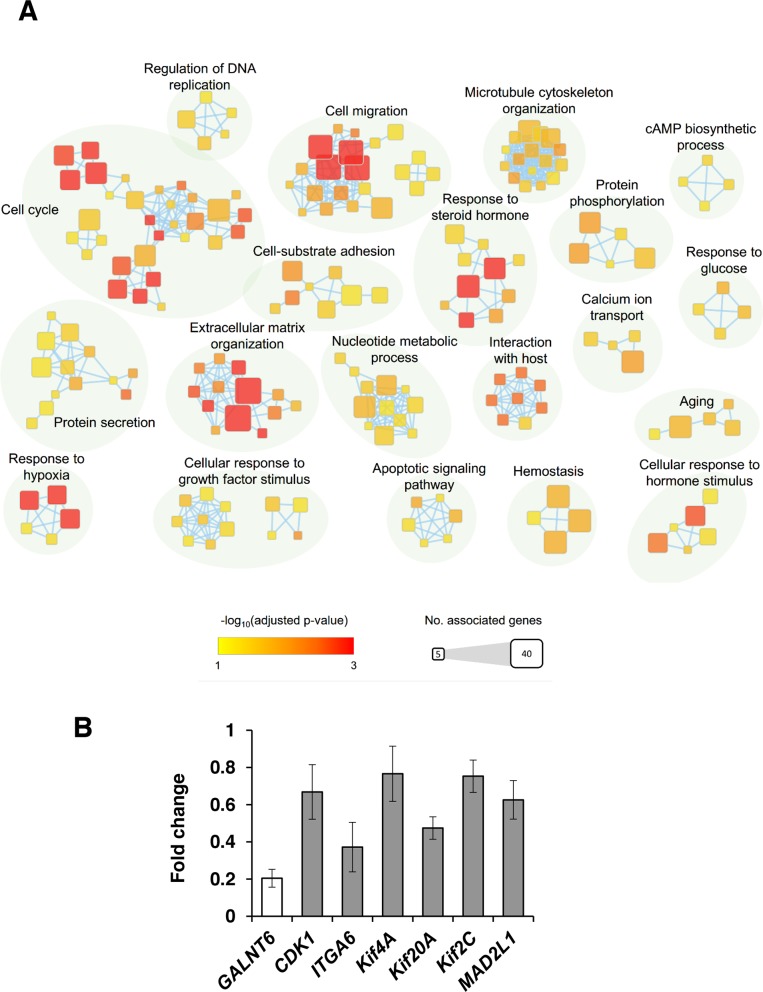
GALNT6 knockdown affects gene expression in ES-2 cells **(A)** Enrichment results of *GALNT6* knockdown in ES-2 cells were mapped as networks. Nodes represent enriched gene sets (p < 0.05), and edges represent gene overlap scores between nodes above the threshold (0.5). Node color encodes the enriched significance and node size is proportional to the number of genes which were associated with a given Gene Ontology term. Groups of functionally related Gene Ontology terms are manually identified and labelled with the appropriate terms. Groups with less than four terms are not shown in this map. **(B)** Quantitative RT-PCR was performed to validate microarray results. Altered expression (fold change) of selected genes upon *GALNT6* knockdown in ES-2 cells compared with control. Values less than 1 represent gene downregulation. Results were analyzed from three independent *GALNT6* knockdown ES-2 cell groups and their corresponding controls and are presented as mean ± SD.

## DISCUSSION

Aberrantly expressed O-glycans have been reported in many cancers; however, the roles of GALNT6 in cancers remain largely unclear [15, 16]. In this study, we found that high GALNT6 expression correlates with increased recurrence, lymph node metastasis, and chemoresistance in ovarian endometrioid and clear cell carcinomas; and higher GALNT6 level is significantly associated with poorer patient disease-free and overall survivals. We discovered that GALNT6 knockdown suppressed ovarian cancer cell proliferation, migration and invasion. In contrast, overexpression of GALNT6 enhanced ovarian cancer cell malignant phenotypes. Mechanistic investigation suggests that GALNT6 modifies EGFR *O*-glycosylation, thereby, regulating EGFR phosphorylation, which in turn modulates ovarian cancer cell malignant behaviors. This study is the first to report that GALNT6 plays important roles in malignant behaviors of ovarian cancer.

MUC1 is a transmembrane protein commonly overexpressed in a number of epithelial cancers [21]. Since it has been suggested that GALNT6 could regulate breast cancer cell adhesion and growth through modification of MUC1 glycosylation and stability [15], we therefore tested whether GALNT6 exerted its effects via MUC1 in ovarian cancer cells. We found that, among three ovarian cancer cells in this study, MUC1 protein was only expressed in OVTW59 cells (Supplementary Figure 3A). As expected, VVA pull-down assay showed that GALNT6 could modify *O*-glycans on MUC1 in OVTW59 cells (Supplementary Figure 3B). However, our results indicated that GALNT6 can regulate malignant behaviors not only in OVTW59 but also in ES-2 and SKOV3 cells. Thus, it is very unlikely that GALNT6 enhances the aggressive phenotypes of ovarian cancer cells through the MUC1 pathway.

EGFR plays a critical role in diverse cellular functions such as cellular proliferation, migration, and invasion. Aberrant EGFR expression is detected in up to 60% of EOCs and occurs in all histologic subtypes [22]. Further, aberrant EGFR expression is associated with poor outcome of ovarian cancer patients [23]. In this study, p-RTK array results showed that GALNT6 regulates the phosphorylation of multiple RTKs in ovarian cancer cells, especially EGFR. In addition, knockdown of GALNT6 reduced Tn antigen expression on EGFR and decreased the phosphorylation of EGFR in ovarian cancer cells, suggesting that GALNT6 affects ovarian cancer progression by modifying EGFR activity. Furthermore, an EGFR inhibitor, erlotinib, reversed the effects of GALNT6 overexpression on malignant behavior of ovarian cancer cells, indicating that EGFR is a key mediator of GALNT6 effects on ovarian cancer cells. Our previous studies have shown that the activity of EGFR can be modified by GALNT1 and GALNT2 in hepatocellular carcinoma [13, 20] and by GALNT2 in oral squamous cell carcinoma [14]. This is the first to show the correlation between GALNT6 and EGFR activity in ovarian cancer. It is noteworthy that EGFR may not be the only acceptor substrate of GALNT6. It is likely that, in addition to EGFR, other glycoproteins including surface and secreted molecules may be modified by GALNT6 to cooperatively mediate phenotypic changes in EOC. Glycoproteomic technology will be helpful to further understand the precise mechanisms.

Recent data regarding the genetics and histopathology of EOC has improved our understanding of ovarian carcinogenesis. The so-called EOCs, contrary to what their name suggests, barely originate from the surface epithelium of ovaries [2]. Among the major subtypes of EOC, both endometrioid and clear cell carcinomas are strongly linked to endometriosis [2]. Previous studies have shown that ovarian endometrioid and clear cell carcinomas express the similar genetic mutations, such ARID1A and PI3K [19]. In our study, GALNT6 associated with malignant characteristics is noted in the endometrioid and clear cell subtypes but not in the serous carcinoma. However, Wang et al. reported GALNT3 is up-regulated in high-grade serous EOC and is correlated with shorter progression-free survival in advanced stage ovarian cancer [17]. GALNTs have different, but overlapping, substrate specificities and patterns of expression and are consistently shown to play distinct roles in carcinogenesis and tumor metastasis [24]. GALNT14 modulates death-receptor *O*-glycosylation in pancreatic carcinoma, non-small-cell lung carcinoma, and melanoma cells [25]. GALNT2, sharing a high amino acid sequence homology with GALNT14, regulates the malignant character of hepatocellular carcinoma by modulating the structure of short *O*-glycans on EGFR [20]. Both GALNT1 and GALNT2 could modify *O*-glycosylation of EGFR but exert opposite effects on the activity and stabilization of EGFR [13, 20]. GALNT6 disrupts mammary acinar morphogenesis through *O*-glycosylation of fibronectin [26]. In contrast, *GALNT6* expression in pancreatic cancer is associated with better overall survival [27]. The above data suggest that the different isoforms of the GALNTs family could have distinct roles in tumorigenesis and that even the same GALNT member might have different effects depending on the cellular context. Therefore, assessing GALNTs expression in EOC tumors could provide additional prognostic information. Besides, although it is current practice to treat all subtypes of EOC with the same platinum-based chemotherapy, some subtypes do not respond well to this approach and subtype-specific trials of chemotherapy have been recommended for clear cell carcinoma in particular. Thus, a personalized therapy could be assigned with the use of a GALNT6 inhibitor as a complement to the conventional treatment. This approach may increase a patient's chance to prolong the survival.

Data retrieved from Oncomine database shows that *GALNT6* is overexpressed in EOC samples compared with normal tissues. Thus, although our study found no correlation between GALNT6 expression levels in 39 serous ovarian cancer patients with their corresponding clinicopathological characteristics, perhaps a study on a larger sample size could strengthen the role of GALNT6 as a diagnostic factor of serous type ovarian cancer. However, when we examined a group of patients with ovarian endometrioid and clear cell carcinomas, the high expression of GALNT6 significantly associated with poor outcome. Thus, it is tempting to speculate that GALNT6 confers a more aggressive phenotype to endometrioid and clear cell ovarian cancer cells. To better elucidate the molecular mechanisms and biological pathways implicated in GALNT6-mediated effects in ovarian cancer cells, we used a cDNA microarray technology to analyze changes in gene expression and identify the molecular targets upon *GALNT6* suppression. The gene expression data and consecutive functional enrichment and network analysis further support the data obtained by the clinicopathological characteristics, showing that high GALNT6 expression correlates with increased recurrence, lymph node metastasis, and chemoresistance. Indeed, *GALNT6* knockdown resulted in reduced expression of genes associated with cell cycle, cell migration, extracellular matrix organization, and response to hypoxia (Figure 7A and Supplementary Table 1). However, further studies are still needed to verify the role of GALNT6 in the chemoresistance of endometrioid and clear cell ovarian carcinomas.

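By the directions that Supplementary Table 1 itself gives, 80.0% of its cell division entries and 65.0% of its G1/S entries are downregulated, while 83.8% of its cell migration entries, 85.7% of its extracellular matrix entries and 88.9% of its hypoxia entries are upregulated. On the arrays, the 27 measured cell division genes listed as downregulated had a median log2 fold change of -1.12, and the 13 G1/S genes one of -1.21. The 31 migration genes listed as upregulated had a median of 1.50, the 36 matrix genes 1.39 and the 24 hypoxia genes 1.41. The 6 migration, 6 matrix and 3 hypoxia genes listed as downregulated had medians of -1.43, -1.06 and -1.16. The size of the change differed between slides. For the upregulated migration genes, the median was 1.31, 0.99 and 2.36 on slides 1, 2 and 3, and for the downregulated cell division genes it was -0.60, -1.16 and -1.55. These genes were chosen for the table on the same samples, so their medians describe the table and are not an independent test of direction.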

In conclusion, high GALNT6 expression is associated with poor prognosis in ovarian endometrioid and clear cell carcinomas. Knockdown of GALNT6 suppresses malignant phenotypes in ovarian cancer cells. Furthermore, GALNT6 knockdown decreases EGFR activation and reduces Tn antigen expression on EGFR. These findings suggest that GALNT6 enhances ovarian cancer progression by modifying EGFR *O*-glycosylation and phosphorylation.

## MATERIALS AND METHODS

### Patient samples and cell lines

Following written consent obtained from patients before sample collection and approval by our Institutional Review Board, paraffin embedded archived tissue blocks from 78 patients (39 serous, 20 endometrioid and 19 clear cell carcinomas) treated at the National Taiwan University Hospital between 2004 and 2007 were selected for the study.

Five ovarian cancer cell lines, ES-2 (American Type Culture Collection; ATCC), SKOV3 (ATCC), TOV21G (ATCC), A2780 (ATCC) and OVTW59 (a kind gift from Dr. P. L. Tong, Department of Obstetrics and Gynecology, National Taiwan University), were used in this study. ES-2, SKOV3 and TOV21G are clear cell cancer cell lines, whereas A2780 and OVTW59 are endometrioid cancer cell lines [28, 29]. All were cultured at 37°C in 5% CO2 in DMEM supplemented with 10% fetal bovine serum (FBS; PAA Laboratories).

### Tissue immunohistochemistry

For immunohistochemical staining, Paraffin-embedded human ovarian sections were probed with GALNT6 polyclonal (1:200, Sigma) antibody diluted with 5% BSA/PBS for 16 hours at 4°C, and stained using the Super Sensitive Link- Label immunohistochemistry Detection System (BioGenex). All sections were counterstained with hematoxylin. Negative controls were done by replacing primary antibody with control IgG. The intensity of GALNT6 staining was quantified by a microscope-based image analysis program (Image Pro Plus; Media Cybemetics, Silver Spring, MD). At least three random fields in each section were examined and analyzed at 100x magnification. A semi-quantitative immunoreactivity scoring (IRS) system was applied to assess the immunostaining. Immunostaining intensity (I) was graded as 0 (no staining), 1 (weak staining), 2 (moderate staining), or 3 (strong staining). The percentage of immuno-reactive cells (P) was graded as 0 (none), 1 (<10%), 2 (10–50%), 3 (51–80%), or 4 (>80%). Multiplication of I and P resulted in an IRS ranging from 0 to 12 for each tumor. We used a grouping algorithm (raw scores, low [IRS 0–6] *vs*. high [IRS 7–12]) to test the correlation between GALNT6 expression and clinicopathologic features in ovarian carcinoma patients.

### siRNA knockdown of GALNT6 expression

In transient knockdown experiments, two siRNA oligonucleotides against GALNT6 and a non-targeting siRNA control were synthesized by Invitrogen. ES-2 and OVTW59 cells were transfected with siRNA using Lipofectamine RNAiMAX (Invitrogen) with a final concentration of 1 nM.

### Overexpression of GALNT6 in ovarian cancer cells

The RT-PCR products of full-length human *GALNT6* (Accession No. NM_007210) were cloned into pcDNA3.1/myc-His (Invitrogen Life Technologies) to generate the *GALNT6*/myc-His fusion gene. The insert was confirmed by DNA sequencing. Overexpression of the *GALNT6* gene was achieved by transfecting SKOV3 cells with pcDNA3.1/*GALNT6*/mycHis plasmids using Lipofectamine 3000 (Invitrogen, Life Technologies) according to the manufacturer's protocol. The transfected cells were selected with 500 μg/mL of G418 for 14 days and then pooled for further studies.

### Western blot analysis

Total cell lysates from cultured cells were used. Equal amounts (30 μg) of extracted protein were resolved on SDS-PAGE by electrophoresis, transferred and blocked in TBST (20 mM Tris–HCl, 137 mM NaCl, and 0.1% Tween 20, pH 7.5). The polyvinylidine difluoride membrane was incubated with primary antibody overnight at 4°C, and then with horseradish peroxidase conjugated secondary antibody for 1 hour. The primary antibodies used were GALNT6 (Sigma), GAPDH (Meridian Life Science), EGFR and EGFR pY1068, (Cell Signaling Technology, Inc.). Specific bands were detected by enhanced chemiluminescence detection system (Amersham, Uppsala, Sweden). Protein signals were quantified by optical density ratios using GAPDH expression as a control.

### Lectin pull down assay

*Vicia villosa* Lectin (VVA) agarose beads (Vector Laboratories) were used to detect the Tn antigen on glycoproteins. Cell lysates (0.5 mg) were incubated with or without neuraminidase, an enzyme that removes sialic acids, at 37°C for 1 hour, and then applied to VVA-conjugated agarose beads at 4°C for 16 hours. Precipitated proteins were then used for Western blotting.

### Cell viability

The cell viability was assessed by measuring the ability of cells to reduce 3-(4,5-dimethylthiazol-2-yl)- 2,5-diphenyltetrazolium bromide (MTT) to the dark blue formazan product. According to the manufacturer's instructions (Cayman Chemical, Ann Arbor, MI), ovarian cancer cells were seeded at a density of 1 × 10^3^ cells per well and incubated with MTT for 4 hours at 37°C. Absorbance was read at 550 nm.

### Transwell migration assay

Cell migration was evaluated in 24-well transwell culture chambers. The siGALNT6-transfected cells (1 × 10^4^) were re-suspended in serum-free DMEM and added to the upper well of each migration chamber with an 8-μm pore size membrane (Corning). Cell migration was induced by 10% FBS in the lower chamber. After 24 hours, cells that migrated to the lower surface of the filter were stained with 0.5 % (wt/vol) crystal violet (Sigma) and counted. In some experiments, cells were pretreated with 5 μM erlotinib (Santa Cruz Biotechnology, Santa Cruz, CA) or 0.02% dimethyl sulfoxide (DMSO) for 48 hours to inhibit EGFR activity.

### Matrigel invasion assay

Cell invasion assays were done in BioCoat Matrigel invasion chambers (Becton Dickinson) according to the manufacture's protocol. Briefly, DMEM with 10% FBS as a chemoattractant was loaded in the lower part of the chamber, and 1 × 10^4^ transfected cells in 200 μL serum-free DMEM were seeded onto the upper part. Cells were allowed to invade the matrigel for 24 hours. Invading cells were fixed and stained with 0.5% (wt/vol) crystal violet. Cell numbers were counted for each well, and values are presented as mean ± SD.

### Phospho-receptor tyrosine kinase array

A human phospho-receptor tyrosine kinase (p-RTK) array kit including 49 RTKs was purchased from R&D systems. si-Control and si-GALNT6-transfected ES-2 cancer cells were cultured until confluence on 10 cm^2^ culture plates. Cells were lysed and 250 μg of protein were used for Western blotting according to the manufacturer's protocol. Activated receptors were matched according to the phospho-RTK array coordinates.

### Gene expression profiling and quantitative RT-PCR validation

Total RNA from control and GALNT6 siRNA knockdown ES-2 cells was extracted in triplicates using GeneJET RNA Purification kit (Thermo Scientific) following the manufacturer's protocol and quantified by NanoDrop spectrophotometer (Bio- Rad). The RNA quality was monitored with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cDNA prepared from 10 μg of total RNA was labeled with aa-dUTP using Invitrogen SuperScriptTM Plus Indirect cDNA Labeling System according to the manufacturer's protocol, followed by aa-cDNA column purification (QIAGEN, Valencia, CA). Alexa/CyDye was incorporated to aa-cDNA followed by column purification with Alexa/CyDye-cDNA cRNA purification (Qiagen). DNA yields were confirmed by 1% DNA agarose gel and visualized with Fuji image reader at 600V PMT. Agilent Gene Expression Hybridization Kit was used for hybridization according to the manufacturer's instruction. Briefly, 16 ul of dye labeled cDNA were hybridized to Agilent SurePrint G3 Human Gene Expression 8×60K v3 Microarray. The microarrays were scanned on the Agilent DNA Microarray Scanner (US9230696) using one color scan setting for 8×60k array slides. The scanned images were analyzed with Feature Extraction Software 10.5.1.1 (Agilent). Features flagged in Feature Extraction as Feature Non-uniform outliers were excluded. Quantitative RT-PCR of selected genes expression was performed for validation as described above. The primers were designed with Primer3 (v.0.4.0) algorithm with the sequences freely available from the Entrez Nucleotide database. All microarray experiments were performed in triplicates where three hybridizations were conducted for each *GALNT6* knockdown cells against the corresponding control. The microarray data were deposited in the GEO database, accession number GSE89639.

### Function enrichment analysis

The function enrichment analysis was applied to the differentially expressed genes. The functional gene sets were obtained from Gene Ontology (GO). The Fisher's exact test was used to assess if a GO term was enriched in differentially expressed genes. P-values were corrected by the Benjamini-Hochberg method. The enriched GO terms (corrected *p*-value < 0.05) were graphically organized into a network, where a node denotes each GO term and an edge represents gene overlap between GO terms. The gene set overlap was scored by the arithmetic average of Jaccard coefficient $\text{JC}=\frac{\left|A\cap B\;\right|}{\left|A\cup B\;\right|}$ and Simpson coefficient $\text{SC}=\frac{\left|A\cap B\;\right|}{\min(\left|A\;\right|,\left|B\;\right|)}$ in which *A* and *B* are two gene sets. An edge with overlap score > 0.5 was presented in the networks. The networks were visualized by Cytoscape [30].

### Statistical analyses

Statistical analyses were performed using the SPSS 22.0 (SPSS Inc, Chicago, IL) statistical software package. The relationships between GALNT6 expression and clinicopathologic characteristics were tested using Chi-square test. Survival curves were plotted by Kaplan-Meier method and compared by log-rank test. Student's t-test was used to analyze in vitro experiments in cell lines. Data are presented as means ± SD. *p* < 0.05 or less was considered to be statistically significant, and all experiments were performed in triplicate to verify reproducibility.

## SUUPLEMENTARY FIGURES AND TABLE

# Supplementary material for: GALNT6 expression enhances aggressive phenotypes of ovarian cancer cells by regulating EGFR activity
**Source:** Oncotarget. 2017 Mar 28;8(26):42588–601. doi: 10.18632/oncotarget.16585
**Supplement:** Supplementary file 2

**Supplementary Table 1: Selected differentially expressed gene groups in ES-2 cells upon GALNT6 knockdown.**

|  | **Downregulated genes** |   **Upregulated genes**   |
| --- | --- | --- |
| **Extracellular matrix organization** | AGRN, AGRN, ITGA6, FBN2, ADAM15, DDR1, COL14A1 | COL13A1, MMP14, P4HA1, ITGA5, MMP2, ITGA1, PXDN, FBN1, ICAM1, ITGB3, FOXC2, ITGB5, THBS1, SERPINH1, VCAM1, ERO1B, COL6A3, COL5A2, COL7A1, LAMC1, LAMB3, RECK, ADAMTS4, P3H2, COL1A1, TGFBI, MFAP3, SPARC, PLOD2, DDR1, FN1, COL14A1, COL5A1, ITGAV, CTSB, BMP1  CTSB, BMP1 |
| **Cell migration** |   BCL2, PRKD1, PTPRZ1, ARHGEF39, MYADM, FGF7 | BDKRB1, MMP14, P2RY6, ITGA5, ATOH8, SEMA3C, ITGA2, IL1B, ICAM1, CXCL12, ITGB3, FOXC2, F2RL1, WNT5B, F3, NRP1, CCL20, COL1A1, PTGER4, ARHGEF39, IL23A, PDGFRA, SPARC, PLAU, CD274, CSF1, FN1, IL6, PODXL, ITGAV, F2R |
|    **Cell cycle G1/S phase transition**    | TYMS, CCND1, MCM3, DHFR, CDC45, PCNA, IQGAP3, PRIM1, CDC7, CDK3, DBF4, CDKN3, PPP2R3B | PLK3, LATS1, RPA1, INHBA, CDK3, LATS2, PSMD9 |
| **Cell division**    | CCND1, MAD2L1, SPC25, PIK3CB, PPP2R2D, MAPRE1, TRIOBP, HAUS4, RECQL5, CDK3, ARPP19, CDCA3, HAUS7, NDC80, KIFC1, HELLS, | PPP2R2D, TRIOBP, CDK3, LATS1, LATS2, CCNG2, MAU2 |
|  | CDC7, BIRC5, KATNB1, FAM83D, NEK1, USP44, NEDD9, CENPV, SPAG5, TIMELESS, SKA2, LIG3 |   |
| **Response to hypoxia** | BCL2, LONP1, HYOU1 | CA9, MMP14, CXCL12, ITGA2, STC1, IL1B, ICAM1, CASP1, NR4A2, PML, THBS1, VCAM1, STC2, BIRC2, MMP2, VASN, ITPR1, ECE1, NDRG1, RORA, PLAU, PLOD2, CPEB2, ANGPTL4 |
| **Response to steroid hormone** | CCND1, BCL2, DNMT1, CAD, TYMS, GJB2, BRCA2, CLDN4, CALM3 |   CA9, MMP14, AHR, HEY1, ITGA2, STC1, IL1B, THBS1, F3, NPC1, SMAD6, NR3C1, ERRFI1, GBA, COL1A1, PTGER4, PTGFR, PTGER2, TIMP3, JUNB, SPARC, FN1, FBXO32, STAT3, ,IL6 |
| **Cell junction organization** | BCL2, GJB2, MPP7, FLNA, CNTNAP1, ITGA6, CDH5, MYADM, PKP3   |   SMAD7, LAMC1, LAMB3, FN1, ITGB3, PVR, PTPRK, ITGA5, LIMS1, ITGA2, CDH6, CLDN14 |

How the deposited data were processed for this re-analysis (not part of the article)

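Gene expression was measured in ES-2 cells transfected with si-Control or si-GALNT6, with 3 arrays per group. The authors extracted cDNA signal from one-color scans with Feature Extraction 10.5.1.1, and the deposited scanner files give each spot's intensity (raw, background, background-subtracted and processed) with quality flags. The deposited series table holds the background-subtracted intensity of the same spots without scaling, with a largest difference of 0 on each of the 6 arrays.

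The scanner files name probes by transcript accession. Accessions were matched without versions to a RefSeq gene table of assembly GRCh38.p14, which named 31104 of 58201 probes. The array files use an older build, so the table was used for names alone and no coordinates are given. Where a gene had several probes, the one with the highest mean signal was used. Disagreements between probes are given for some genes only. Genes named in the text were the siRNA target, the RT-PCR genes, genes the article names, the 3 largest changes per group and direction of Supplementary Table 1 and its entries not found in the listed direction, list members past the threshold, and the 10 largest rises and 10 largest falls past the threshold whose arrays did not overlap between the groups. Some genes that this rule covers are not reported here.

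Signals were put on the log2 scale and each array's 75th percentile was subtracted. The groups were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, and p was adjusted by the Benjamini-Hochberg method. Single genes were also compared with two-sided exact permutation tests. A probe not well above background on all arrays of one group has only a bound. It is the mean of the bright group over the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own. Gene lists were tested over 19554 named genes with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. The slide of each array was read from the file headers and equals the replicate number. The article speaks of corresponding controls and does not say how they were matched. Deviations of same-numbered arrays from their group means correlated at 0.27, 0.17 and -0.04 across probes, and the slide was used as a block in an alternative. The fits were tested on simulated data with 200 of 45589 probes changed. With the spread of the real arrays, limma recovered 85.5% of changes of 3 on the log2 scale and 0% of changes of 1.5 in the comparison of si-GALNT6 with si-Control.

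Before the data were examined, these alternatives were set: quantile normalization, median centring, the deposited series table, no filter on dim probes, a filter on all arrays, outlier flags kept, the replicate block, an intensity trend, the methods' t-test with and without adjustment, limma without adjustment, each replicate left out, the mean of a gene's probes, fry, and an estimated correlation. A pair of alternatives were added after the data were seen: normexp on the median signal with an offset of 50, since the files analysed here hold no mean signal for the normexp correction set beforehand, and the series table scaled by its 75th percentile. Gene Ontology enrichment was not repeated, since no such annotation was used here. The article's text states its thresholds of fold and p for the arrays without saying whether p was adjusted, and it names a t-test for cell line experiments.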

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

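These probes rose past the threshold for genes that the article and Supplementary Table 1 do not discuss. The tests on scaling and on other probes were chosen after the values were seen. CD82 rose by 4.23 on the log2 scale (adjusted p = 0.0423 in limma), from a mean of -2.19 ± 0.84 (SD, n = 3) to 2.04 ± 0.77. FTMT rose by 2.94 and the RPL28 probe A_33_P3299314 by 3.72. The unnamed transcripts lnc-HAGHL-1:1 and lnc-SH3BP4-3:1 rose by 2.85 and 2.72, the latter well above background on 2 of 3 control arrays. The probes of FCRLA, the GRIK2 probe A_23_P250136 and the probe of lnc-ALG12-1:1 were not well above background on any control array, so their rises are bounds. FCRLA rose by at least 2.13 and at least 1.36 on the log2 scale at its 2 probes, that GRIK2 probe by at least 1.92 and lnc-ALG12-1:1 by at least 0.72. ALDH1A2, named after its values were seen, is counted among the 18 higher probes, but it too was not well above background on any control array, and its bound is at least 1.18-fold, which is under the threshold of 1.5-fold. When any 1 array was left out, at most 1 probe of the whole array passed the threshold.

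The part played by the scaling of the arrays stays open. In the scaling that kept fewest, 21 of the 23 called probes kept their direction and 1.5-fold, but changes this large could hardly lose them. Of the 23, 23 were also called under median centring, 15 under quantile normalization, 15 under normexp, 13 with the deposited series table and 11 with that table scaled. An artifact of single probes stays open. All 5 of the called genes outside the table with another tested probe had one that moved the same way by 1.5-fold or more, but for RPL28 the other probes ranged from -0.27 to 1.60 and for GRIK2 from 0.23, at its brightest probe, to 1.54, and CD82 and FTMT had 1 probe each. PSG8 rose at 3 probes by 1.99 to 2.31, and 9 of 10 probes of the PSG family were higher, but the genes of this family are paralogs and a probe may respond to several of them. A real response to the loss of GALNT6, an off-target effect of the siRNA and the position on the slide all stay open, since the arrays hold 1 siRNA condition and each group has its own position.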

How the results depend on the processing

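The series table scaled by its 75th percentile and the normexp setting were chosen after seeing the data, and the normexp setting set beforehand was not run. GALNT6 was lower under all 20 alternatives, by -2.21 to -2.80 on the log2 scale. In limma, which was fitted across all probes, its adjusted p was under 0.05 with median centring (-2.56, adjusted p = 0.0427), the deposited series table (-2.68, adjusted p = 0.0308), normexp (-2.41, adjusted p = 0.0213), the replicate block (-2.52, adjusted p = 0.00978) and the intensity trend (-2.52, adjusted p = 0.0319), and it passed without adjustment in limma and the methods' t-test (-2.52 in each). Over all alternatives its p ran from 4.3e-05 to 0.478. The cause was not tested. EGFR was lower, by -0.17 to -0.44, and passed the threshold in 0 of 20.

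The number of changed probes depended on the processing, and except where fewer or more probes tested explain it, the cause was not tested. The replicate block gave 59 (44 higher, 15 lower), normexp 43 (37 higher) and the intensity trend 39 (32 higher). Median centring gave 29 (21 higher, 8 lower), the filter on all arrays 14 (2 lower) and the series table scaled by its percentile 11 (9 higher, 2 lower). With no filter on dim probes, limma called 0 (0 higher, 0 lower), against 4136 at an unadjusted p under 0.05. The methods' t-test gave 0 (0 higher, 0 lower) after adjustment and 2385 (1269 higher, 1116 lower) before it, and limma gave 3820 (2138 higher, 1682 lower) without adjustment. Leaving out 1 replicate gave 0 to 1 changed, 0 higher and 0 to 1 lower. At an unadjusted p, 56.0% of limma's calls were higher, and with the deposited series table 38.1% were (611 higher, 991 lower), where the median of all probes moved from 0.07 to -0.08.

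Entries of Supplementary Table 1 found in the listed direction numbered 2 and became 1 under quantile normalization, the scaled series table and the filter on all arrays, 5 with the deposited series table, 10 with the replicate block, 15 with normexp and with the intensity trend, 0 with no filter and with the methods' t-test adjusted, 129 and 201 at an unadjusted p in the methods' t-test and limma, and 0 without any 1 replicate. RT-PCR genes past the threshold numbered 0, except 2 in the methods' t-test and 5 in limma, both without adjustment. Lists past the threshold numbered 5, and became 8 under median centring and under the filter on all arrays and 0 under fry and under an estimated correlation. Without any 1 replicate they numbered 5 to 7. The S phase, G2/M, collagen and NF-kB lists kept their direction and passed camera's threshold in 16 of 16 settings of the fit. With the replicate block the integrin list was also called (adjusted p = 0.0436), and the block changed no other call among the lists, EGFR and the RT-PCR genes. Dim probes limit what can be measured, since the bounds above replace folds for them.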

Differences from the paper's values

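The article states that knockdown lowered the expression of genes for cell migration, extracellular matrix organization and hypoxia response, as well as of cell cycle genes. In its Supplementary Table 1, the entries for the first 3 processes are 91 upregulated and 15 downregulated. On the arrays, the brightest probes of the upregulated entries had medians of 1.50, 1.39 and 1.41 on the log2 scale. The entries were chosen on these samples, so their medians describe the table and are no independent test of direction. Among lists fixed apart from the table, camera called collagen genes higher but did not call hypoxia-induced genes, and fry called neither. For the cell cycle, the table and the arrays both have more genes lower than higher.

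The article lists the entries of Supplementary Table 1 as passing its thresholds of fold and p. After adjustment over all probes in limma, 2 of 216 entries passed in the listed direction. Without adjustment, 201 passed in limma and 129 in the methods' t-test, and the other settings set before the data were examined gave 0 to 10 entries, except the intensity trend with 15. The normexp setting, chosen after seeing the data, also gave 15. The table lists 6 genes as both upregulated and downregulated. At 1.5-fold and an unadjusted p under 0.05 in limma, COL14A1 and DDR1 had a higher probe and no lower one. ARHGEF39 and CDK3 had a lower probe and no higher one, TRIOBP had both, and PPP2R2D had neither.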

Other observations

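The tests against random lists and on scaling for the cell cycle and collagen lists were set before their results were seen, and the other tests in this part were chosen after. With 3 arrays against 3 there are 10 splits of the arrays. As many as 23 changed probes were found in 2 of the 10, the real one included, and as many as the real split's 3820 at an unadjusted p in 3 of the 10. Of the 4 splits that part the arrays of every slide, the real one had the most changed probes on both counts (1 of 4 each), and the others that reached its counts part 1 slide pair. Chance cannot be excluded for either count, as 10 splits never give a share under 0.1 and 4 never give one under 0.25. The split with si-Control 1, si-GALNT6 1 and si-GALNT6 3 on one side gave 430 changed probes. It parts 1 slide pair, with both arrays of slide 1 on one side and both of slide 2 on the other. It does not follow position. The part played by the slide in this split was not tested. The first principal component held 34.3% of the variance, with scores of -39.6, 61.2 and 83.1 for the si-Control arrays and -48.4, 9.40 and -65.7 for the si-GALNT6 arrays.

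The S phase and G2/M lists were lower after knockdown. Their medians lay below those of all 10000 random lists matched on mean signal (percentile 0 for both), which argues against a bias that depends on signal. Over the other scalings, the highest median of either list minus that of all genes was -0.572. Scaling by a constant per array cannot move this difference, so such settings do not test the scaling. Quantile normalization could move it, and there both lists stayed below all genes, by -0.572 for G2/M and -0.708 for S phase. The collagen list's median was at percentile 99.29 of its matched lists. Replication-dependent histone genes, chosen after their values were seen, were lower in 60 of 65, with a median of -0.66. Slower proliferation after GALNT6 loss may lower these genes, but an effect of the siRNA apart from GALNT6, the position on the slide and the culture's density stay open, and fry did not call the lists. G2/M genes fell less on the first si-GALNT6 array, with a median of -0.13 against the mean of the controls, than on the other 2, with -0.61 and -0.92. The S phase list did not show this, with -0.68, -0.58 and -0.99, and its small change on slide 1 goes with a median of -0.50 on the control array of that slide. The GALNT6 level on the first si-GALNT6 array minus the mean of the other 2 was -0.94, and against the control array of each slide GALNT6 changed by -2.73, -2.31 and -2.53. Neither value shows a weaker knockdown on the first array, but they are from single arrays and the slide changes lie close together, so whether the strength of the knockdown plays a part stays open.

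NF-kB target genes rose on slides 1 and 3 and fell on slide 2. Without si-GALNT6 replicate 3 their median was 0.443, with camera's adjusted p = 0.0104 in a range from 4.6e-14 to 0.0104 over the settings. The list's median was 0.71, -0.13 and 2.27 on the si-GALNT6 arrays and 0.19, 0.32 and -0.40 on the si-Control arrays. The first si-GALNT6 array also lay above all controls, so the rise was not seen on the third alone, but the second lay among the controls and fry did not call the list, so whether the group as a whole rose stays open. Interferon response genes had a median of 0.0747, with 10 of 16 higher. They passed the threshold in 1 of 16 settings, without si-Control replicate 3, where the median was -0.14 and so lower. No rise of the list passed the threshold, but members that go both ways do not exclude an interferon response to the siRNA. The MAPK output, integrin and kinesin lists had medians of 0.42, 0.15 and -0.12 and lay just above camera's threshold, each with an adjusted p = 0.0513, in ranges over the settings of 0.0247 to 0.447, 0.0131 to 0.18 and 0.00545 to 0.25. Their medians over the settings ran from 0.273 to 0.56, from 0.00765 to 0.362 and from -0.237 to 0.0216. The kinesin median was above 0 without si-GALNT6 replicate 3. These lists passed camera's threshold in 6, 8 and 5 of 16 settings, and the integrin list passed with the replicate block (adjusted p = 0.0436). The remaining lists did not pass it, with medians of 0.21 for hypoxia-induced genes, 0.12 for p53 targets, 0.06 for YAP targets, 0.07 for the receptors of the kinase array and 0.11 for the GALNT family.

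The article reports lower EGFR activity after GALNT6 knockdown. EGFR mRNA had a log2 fold change of -0.27 (standard error 0.27, adjusted p = 0.906 in limma) at its brightest probe and 0.12 and -0.44 at the others. If lower EGFR activity lowered MAPK output, the genes of that list would be lower. Their median was 0.42, with 8 of 10 higher, but the list lay above the threshold in the comparison as set. The arrays do not measure phosphorylation, which the paper's Western blots measured after brief serum treatment. Whether this list follows EGFR activity in ES-2 cells was not tested, so the question stays open. MUC1 mRNA changed by -0.16 and 0.13 at its 2 probes. Among receptors, TEK was not well above background on any si-GALNT6 array and was at least 2.01-fold lower (adjusted p = 0.12), and AXL, chosen after its values were seen, changed by -1.36 (adjusted p = 0.169). In the GALNT family, GALNT12 changed by -1.50 (adjusted p = 0.235) and GALNT10 by 1.02 (adjusted p = 0.303), with no overlap between the groups in either, and neither passed the threshold.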
